A study of Arabidopsis thaliana with 16 samples.

How the data were processed

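Small RNA bound to the Argonaute proteins AGO5 and AGO9 of Arabidopsis thaliana was measured by RNA immunoprecipitation followed by small RNA sequencing. Argonaute proteins carry small RNAs, and each was pulled down here through a green fluorescent protein (GFP) tag. Per the labels, plants were sampled at 7 days (shoot apices) and at 35 days (inflorescence and flower meristems with young buds), so age and tissue change together. Each age had the AGO5 immunoprecipitate (IP), the AGO9 IP, input RNA and an IP from plants with GFP alone, which served as the background. These 8 groups had 2 libraries each, 16 in all, and groups and replicate numbers were taken from the sample titles. The labels give the AGO9 line as GFP-AGO9 under the AGO5 promoter. They give input replicate 1 the AGO5 line and input replicate 2 the AGO9 line at both ages. The replicate numbers therefore name lines in the input groups, and a pairing of libraries by number rests on the titles alone. Libraries were made with a Qiagen miRNA kit per the labels, which do not say whether molecular identifiers were used.

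The deposited table held 65386 features, of which 31189 were transposable elements (TEs), 33900 nuclear genes and 296 organellar genes. It gave, for each library, RPM (reads per 1e+06 reads) as deposited by the authors for 21, 22, 23 and 24 nt reads and for these sizes combined. The labels name no aligner, counting tool or genome build. Per the file headers, each feature had a chromosome, start, end, strand and length, and 33899 of the 33900 nuclear genes had the same coordinates as in the TAIR10.1 RefSeq annotation, which was used for gene names and overlaps. TE family names were not used here. All 80 value columns were matched to a library. In each library 100% of the RPM values were whole multiples of a single step, so whole reads were recovered. The recovered totals count read assignments to features, since a read can be counted at several copies or at overlapping features: 6198 TEs overlapped a gene feature, and 624 of the 13987 features with at least 1000 reads had the same reads as another feature in every library. The 7 MIR166 loci had mean values between 5077 and 5110 RPM.

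In 15 of the 16 libraries the combined column equalled the sum of the 4 size columns. In the AGO5 IP replicate 1 at day 35 the deposited combined column was treated as a score, because its values summed to 59698.5 where the size columns summed to 1e+06. The ratio of these sums, 16.8, equalled that library's 16750832 read assignments divided by 1e+06, as if the column had been divided by the total a second time. The sum of the 4 size columns was therefore used for every library, and the combined column as deposited was an alternative chosen after seeing the data.

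Totals ranged from 3578524 assignments (GFP-only IP replicate 1 at day 35) to 99594348 (AGO9 IP replicate 2 at day 7). The smallest value that the depth could show, set at 3 reads, ranged from 0.0301 to 0.838 RPM. Intervals for shares are 95% Wilson intervals. Intervals and floors cover counting error only. It is not known whether molecular identifiers were used, and without them reads are not independent molecules. Replicates were compared by a chi-square statistic over features: its value per degree of freedom ranged from 5.77 (day 7 input) to 516 (day 7 AGO5 IP), so no pair agreed within sampling noise.

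Features were compared with limma 3.58.1 (R 4.3.3) on log2(RPM + 1), with a factor of 8 groups, all 16 libraries, empirical Bayes moderation with a trend, and Benjamini-Hochberg (BH) adjustment at 0.05. All libraries entered the fit because each group had only 2, which left 8 residual degrees of freedom. The 17020 features with a mean of at least 1 RPM were tested. A log2 difference on this scale understates the change of low features. In a test on simulated data with 200 of 17020 features changed 16-fold, 82% were recovered, 6 unchanged features were called, and a comparison without changes gave 0 calls. The median log2 estimate of the raised features was 4.03 against a true value of 4. The edgeR quasi-likelihood test recovered 80.5% and called 3 unchanged features in the same simulated counts. The changed features were drawn from those with a mean of at least 10 RPM. Apart from the changes, all groups had the same mean and the same dispersion per feature. The simulation therefore lacked the shifts of most features and the unequal replicate spread of the data. It does not show how the tests behave under these.

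The 14 comparisons, the tests, the rule for named features and most alternatives were set before the data were examined. The rule named, for each IP against input, for AGO5 against AGO9 and for the change in enrichment between ages, up to 2 features per direction. They had the largest absolute log2 difference among features with an adjusted p under 0.05, a mean of at least 10 RPM and no overlap between the libraries compared. For the change in enrichment, every IP minus input difference at one age had to lie beyond every difference at the other. Shares of read sizes and feature classes were compared as means with SD and by a two-sided exact permutation test, whose smallest p is 0.333 for 2 against 2 libraries.

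The alternatives set at that time were a pseudocount of 0.1 or 5 RPM, a mean of at least 10 RPM or no filter, median centring, quantile normalization, a fit of only the libraries compared, a replicate block, a minimum absolute log2 difference of 1, edgeR 4.0.16 with TMM and DESeq2 1.42.0 on the recovered reads. The replicate block was 1 term for the replicate number, shared by all 8 groups. It cannot remove a deviation that only some groups share. Leaving out a replicate left an arm with 1 library, so it was applied to values without a test. Alternatives chosen after seeing the data were the combined column, the removal of structural RNA followed by rescaling, size shares of TE reads alone, TE shares without structural RNA and miRNA, and fits without the day 35 GFP-only pair. Structural RNA means organellar features, features within 5 kb of an annotated rRNA gene, and tRNA, snRNA and snoRNA genes. Near-identical copies of named features were searched with BLAST 2.17.0 (at least 95% identity over at least 80% of the length). Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.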

Results

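RNA immunoprecipitation and small RNA sequencing were used to find the small RNAs bound by AGO5 and AGO9 at 7 and 35 days after germination. Input RNA and an IP from plants with GFP alone were the references. Each of the 8 groups had 2 libraries. At day 7 the libraries held 30516296 and 73734505 read assignments for AGO5, 55823046 and 99594348 for AGO9, 15459547 and 14495665 for input and 13810392 and 23173991 for GFP alone. At day 35 the libraries held 16750832 and 11466340 read assignments for AGO5, 11660929 and 8038791 for AGO9, 35297704 and 53379641 for input and 3578524 and 4160496 for GFP alone. Of the 17020 tested features, 39.8% and 53.5% had no read in the day 35 GFP-only libraries, against 0.0294% and 0.0470% in the day 35 inputs.

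The size of the reads was compared first, because AGO proteins can differ in the size of the small RNA they carry. At day 7, 24 nt reads made up 83.1% ± 9.50 (SD, n = 2) of the AGO9 IP and 47.7% ± 7.05 of the AGO5 IP, against 36.4% ± 0.968 of input and 19.5% ± 2.60 of the GFP-only IP. At day 35 the shares were 78.2% ± 16.1 for AGO9, 32.2% ± 3.10 for AGO5, 52.5% ± 5.23 for input and 24.7% ± 7.27 for GFP alone. Both AGO9 libraries lay above both inputs at each age. The AGO5 libraries lay above input at day 7, by 11.3 points on average, and below it at day 35, by a difference of -20.3 points. The share of 22 nt reads in the AGO5 IP was 25.8% ± 5.69 at day 7 and 28.6% ± 1.15 at day 35, against 17.0% ± 0.481 and 10.5% ± 1.5 of input. In the AGO9 IP it was 3.86% ± 1.63 and 5.12% ± 4.01, below input at both ages. In the GFP-only IP it was 19.5% ± 3.06 and 20.2% ± 3.55, which at day 35 also exceeded both inputs. Counting error was small, with 95% Wilson half-widths of at most 0.0698 points for any share of a library. Where 2 groups did not overlap, the exact permutation test gave its smallest two-sided p, 0.333, so none of these differences could pass 0.05. Counting each feature once per size in which it had at least 1 RPM, instead of by its reads, moved the differences in 24 nt share most. The AGO5 difference was then 3.33 points at day 7 and -6.78 points at day 35.

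**Figure D1:**
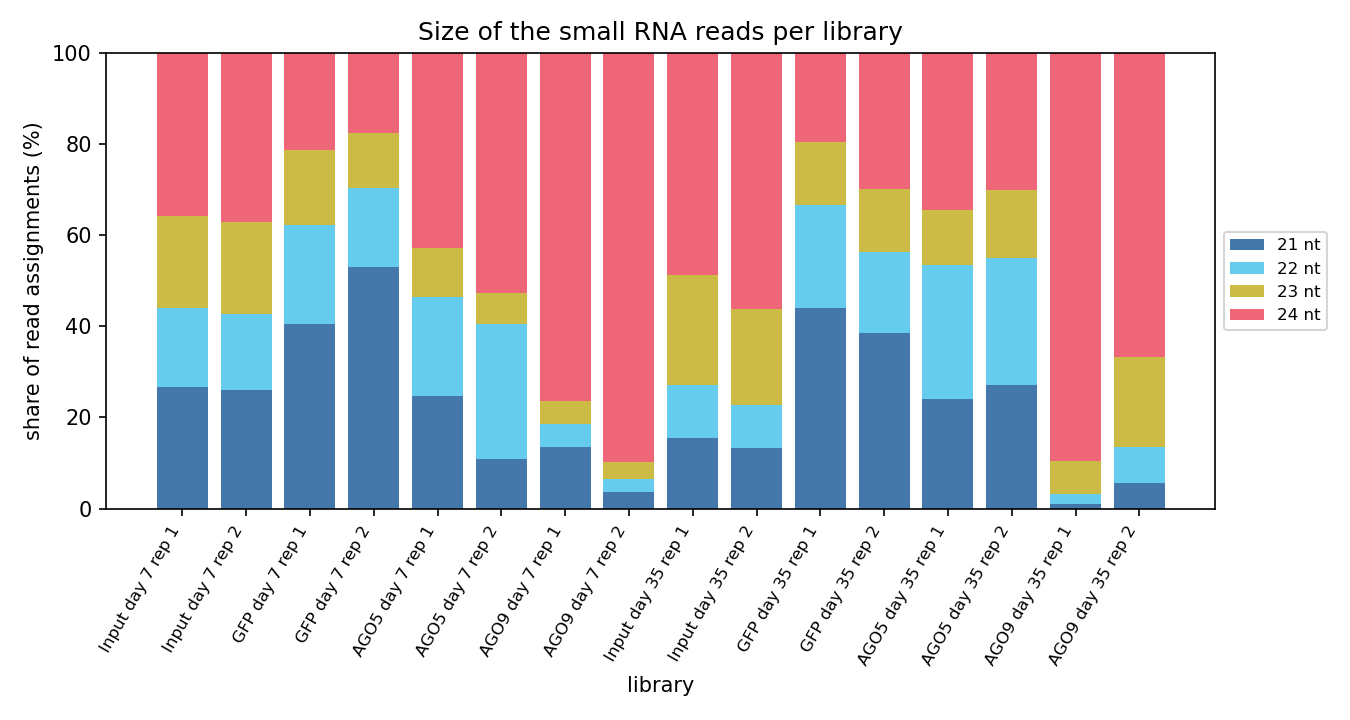
Share of read assignments (%) of 21, 22, 23 and 24 nt in each of the 16 libraries, one stacked bar per library. The 24 nt share was 76.4% and 89.8% in the day 7 AGO9 libraries and 89.6% and 66.8% in the day 35 AGO9 libraries, and lay between 30.0% and 52.7% in the 4 AGO5 libraries.

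TEs took most reads in every IP of an Argonaute. At day 7 their share was 80.8% ± 12.1 (SD, n = 2) in the AGO5 IP and 83.6% ± 7.74 in the AGO9 IP, above the 58.7% ± 1.48 of input and the 29.8% ± 9.06 of the GFP-only IP. At day 35 it was 63.9% ± 4.33 for AGO5 and 73.7% ± 1.63 for AGO9. These lay below the 78.4% ± 2.56 of input and above the 48.3% ± 1.47 of GFP alone. The day 35 order against GFP alone reversed, without overlap, when structural RNA and miRNA were left out. The TE share was then 78.7% ± 0.634 for AGO5 and 75.2% ± 0.0786 for AGO9, against 84.2% ± 1.80 for GFP alone. At day 7 both IPs stayed above GFP alone under this setting. The share of miRNA genes in the GFP-only IP was 24.4% ± 10.03 at day 7 and 20.9% ± 0.404 at day 35, against 4.85% ± 0.169 and 4.27% ± 1.55 of input. At day 7 the miRNA share differed more between the replicates of an Argonaute IP than between those IPs and input: it was 7.35% and 0.435% in the AGO5 libraries and 7.18% and 0.503% in the AGO9 libraries. At day 35 it was 9.32% ± 3.43 in the AGO5 IP, above both inputs, and 0.392% ± 0.241 in the AGO9 IP, below both.

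**Figure D2:**
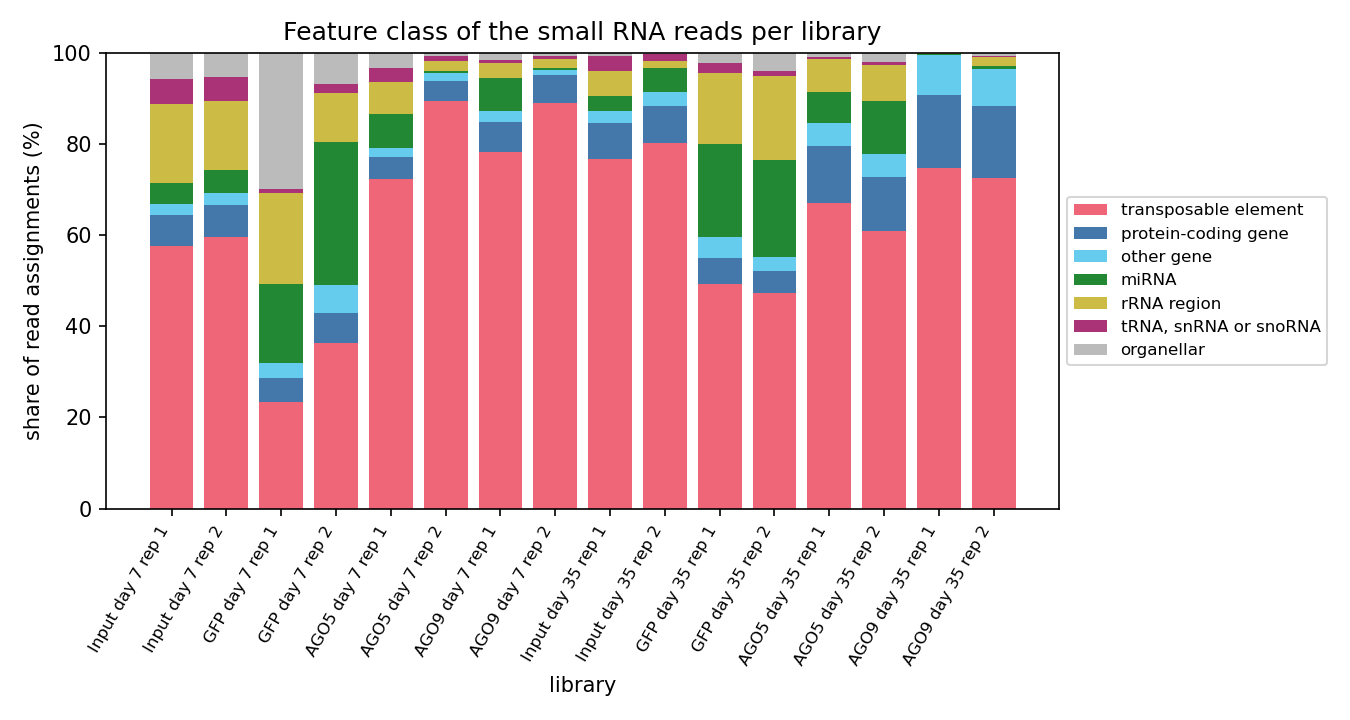
Share of read assignments (%) by feature class in each of the 16 libraries, one stacked bar per library. TEs took 72.2% and 89.4% of the day 7 AGO5 libraries and 67.0% and 60.9% of the day 35 AGO5 libraries.

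Libraries were then compared with each other across the tested features, which are not independent replicates. The Pearson correlation of log2(RPM + 1) averaged 0.930 ± 0.0788 (SD) over the 8 replicate pairs and 0.770 ± 0.0847 between groups, and the Spearman values were 0.897 and 0.710. The lowest pair was the day 35 GFP-only IP, at 0.743, and the highest the day 7 input, at 0.994. In 14 of the 16 libraries the closest library was the other replicate. Both exceptions were the day 35 GFP-only libraries, each closest to input replicate 2 of that age, at 0.837 and 0.782.

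The first comparisons asked which features were enriched over input at day 7. With limma and BH adjustment, 3091 features differed between the AGO5 IP and input, 1316 higher and 1775 lower, and the median feature differed by -0.30 on the log2 scale. This result moved with the scaling, the filter and the libraries in the fit. The split was 7 higher and 8 lower under median centring, 3420 and 2156 under median centring with the day 35 GFP-only pair left out of the fit, 2124 and 1567 under quantile normalization, and 805 and 2262 with structural RNA left out. On the recovered reads it was 1301 and 229 with edgeR and 2106 and 1431 with DESeq2, and with the combined column as deposited 85 and 510. It was close to even, at 1013 and 1000, for features with a mean of at least 10 RPM. Without a filter it was 1591 and 6337, and in a fit of only the libraries compared 1854 and 4287. For the AGO9 IP, 4602 features differed from input, 2988 higher and 1614 lower, with a median difference of 0.65. That split was 20 and 1201 under median centring, 1769 and 2474 with the GFP-only pair also left out, 1676 and 1832 under quantile normalization, 1309 and 1137 with structural RNA left out, 37 and 701 with edgeR, 942 and 1697 with DESeq2, 360 and 877 with the combined column, and 4651 and 6849 without a filter. Of the 152 tested miRNA genes, 0 were higher and 17 lower in the AGO5 IP (33 had an unadjusted p under 0.05), and 3 were higher and 28 lower in the AGO9 IP.

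Named features at day 7 are given with RPM as mean ± SD (n = 2), TAIR10.1 coordinates, and adjusted p from limma with BH adjustment. The largest rise in the AGO5 IP was at UK/UPRT1 (AT5G40870, chromosome 5, 16374799 to 16378652, a protein-coding gene that overlaps 3 TE features), at 40.9 ± 25.1 RPM against 1.34 ± 0.0608 in input and 2.65 ± 2.72 in the GFP-only IP (log2 difference 4.02, SE 0.85, adjusted p = 0.0119). It was followed by AT5TE40185 (chromosome 5, 11081725 to 11081808, in an exon of the pseudogene AT5G29032), at 64.6 ± 38.3 against 2.70 ± 0.208 in input (log2 difference 4.01, SE 0.77, adjusted p = 0.00891). The AGO9 IP rose most at AT2G07674 (chromosome 2, 3268932 to 3269906, protein-coding), at 126 ± 110 against 5.85 ± 0.408 (log2 difference 3.88, SE 0.80, adjusted p = 0.00661). That gene had a near-identical copy in the mitochondrial genome, and the GFP-only IP was higher still, at 187 ± 61.9. MIR829 (AT1G32713, chromosome 1, 11834022 to 11834226) had 23.97 ± 7.53 RPM in the AGO9 IP, 2.01 ± 0.280 in input and 1.78 ± 0.777 in the GFP-only IP (log2 difference 3.02, SE 0.62, adjusted p = 0.00669). The same 2 miRNA genes fell most in both IPs. MIR169d (AT1G53683, chromosome 1, 20039463 to 20039616) had 202 ± 6.95 RPM in input, 2.70 ± 2.25 in the AGO5 IP and 1.38 ± 1.70 in the AGO9 IP (log2 differences -5.92 and -6.62, SE 0.61, adjusted p = 0.00261 and 0.00136). MIR169g (AT4G21595, chromosome 4, 11482879 to 11483257) had 199 ± 7.58 in input, 3.78 ± 4.25 in the AGO5 IP and 2.51 ± 3.06 in the AGO9 IP (log2 differences -5.75 and -6.17, SE 1.04, adjusted p = 0.00835 and 0.00410). In the GFP-only IP these genes had 12.6 ± 2.29 and 16.9 ± 2.54 RPM.

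At day 35, 4772 features differed between the AGO5 IP and input in limma with BH adjustment, 653 higher and 4119 lower, with a median log2 difference of -0.65. The split was 252 and 170 under median centring, 3845 and 3550 with the GFP-only pair also left out, 2156 and 2200 under quantile normalization, 1407 and 1557 with edgeR, 2494 and 3159 with DESeq2, and 23 and 6357 with the combined column. For the AGO9 IP, 1676 features differed, 611 higher and 1065 lower, with a median of -0.30. That split was 386 and 287 under median centring and 1278 and 1357 with the GFP-only pair also left out. It was 929 and 934 under quantile normalization, 220 and 207 with edgeR, and 282 and 299 with the combined column. It stayed mostly lower with DESeq2, at 770 and 1130, and with structural RNA left out, at 519 and 768. Of the 152 miRNA genes, 4 were higher and 45 lower than input in the AGO9 IP, and 12 were higher and 23 lower in the AGO5 IP. The AGO5 direction flipped with scaling, to 17 higher and 8 lower under quantile normalization.

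Named features at day 35 follow the same form, with limma and BH adjustment. MIR5028 (AT4G05800, chromosome 4, 6546647 to 6546827) had 196 ± 56.6 RPM in the AGO5 IP, 1.72 ± 0.269 in input and 2.79 ± 3.95 in the GFP-only IP (log2 difference 6.15, SE 0.69, adjusted p = 0.000351). MIR845a (AT4G23387, chromosome 4, 12217406 to 12217568) had 14626 ± 3775 RPM in the AGO5 IP, 284 ± 11.9 in input and 265 ± 209 in the GFP-only IP (log2 difference 5.66, SE 0.95, adjusted p = 0.00137). The largest falls in the AGO5 IP were AT2G07746, a tRNA gene with a near-identical mitochondrial copy (chromosome 2, 3276440 to 3276511; 0.480 ± 0.678 against 104 ± 46.5 RPM, log2 difference -6.16, SE 0.43, adjusted p = 6.68e-05), and AT1TE36945 (chromosome 1, 11422071 to 11422450, outside annotated genes; 0.571 ± 0.302 against 54.8 ± 19.0 RPM, log2 difference -5.12, SE 0.89, adjusted p = 0.00167). In the AGO9 IP, the protein-coding gene AT1G13760 (chromosome 1, 4720243 to 4721342) had 1240 ± 401 RPM against 19.8 ± 5.45 in input and 10.2 ± 13.7 in the GFP-only IP (log2 difference 5.89, SE 0.88, adjusted p = 0.00161). AT2TE01450 (chromosome 2, 346937 to 347036, outside annotated genes) had 276 ± 12.5 RPM against 3.77 ± 0.364 in input and 0.260 ± 0.0276 in the GFP-only IP (log2 difference 5.86, SE 0.36, adjusted p = 6.84e-06). The falls named for AGO9 were the plastid features ATCG00840 (85862 to 86143) and ATCG01300 (152506 to 152787), which held identical reads and are 1 measurement: 0.836 ± 0.576 RPM against 199 ± 67.2 in input (log2 difference -6.76, SE 0.88, adjusted p = 0.000543).

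**Figure D3:**
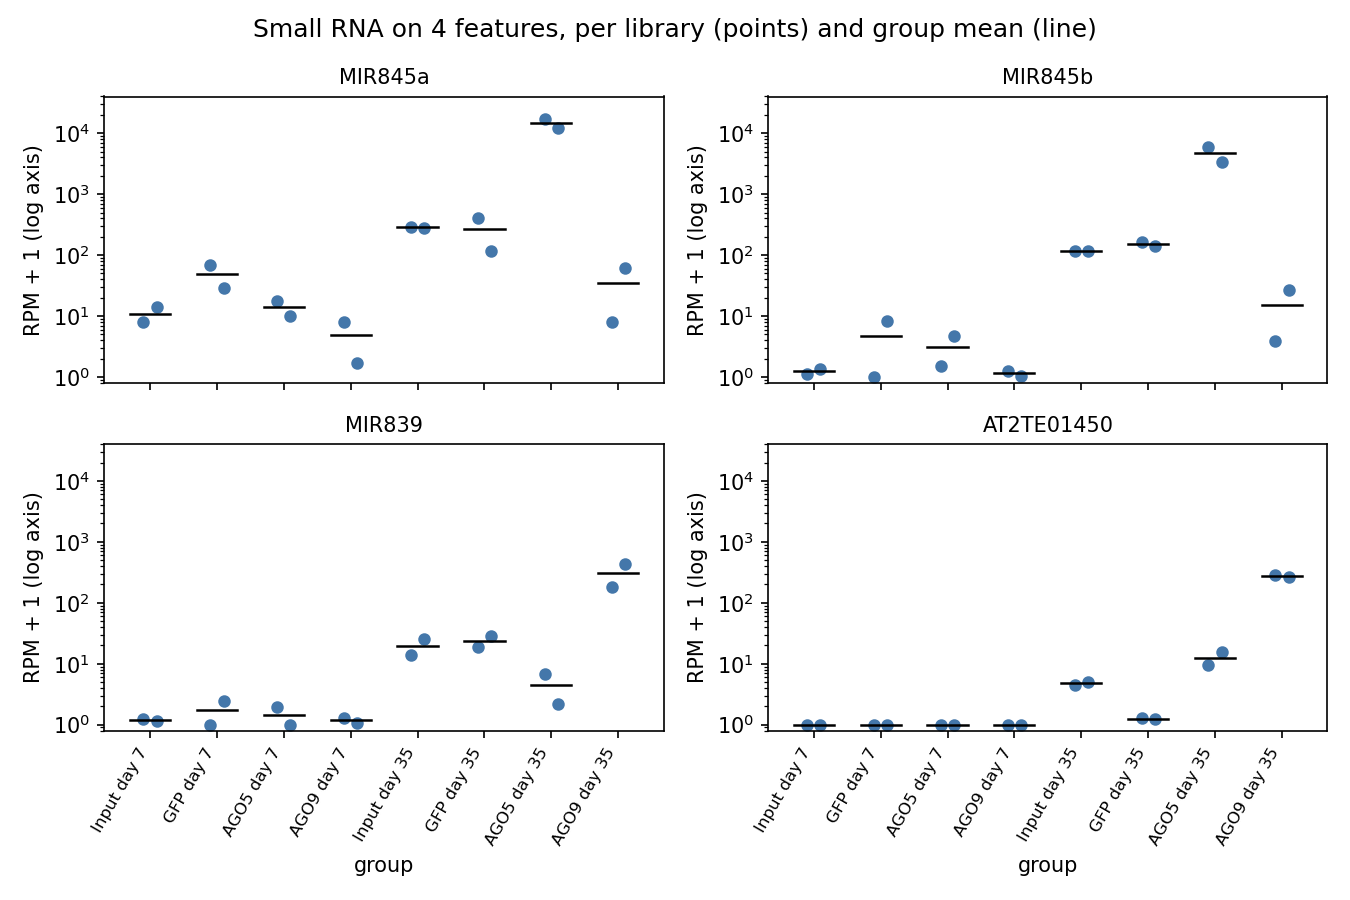
RPM + 1 on a log axis for MIR845a, MIR845b, MIR839 and AT2TE01450 in the 8 groups; points are the 2 libraries of a group and lines their mean. At day 35 MIR845a averaged 14626 RPM in the AGO5 IP and 33.8 RPM in the AGO9 IP, and AT2TE01450 averaged 276 RPM in the AGO9 IP.

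Enrichment over the GFP-only background was tested next. With limma and BH adjustment at day 7, 4176 features were higher and 237 lower in the AGO5 IP, and 10242 higher and 838 lower in the AGO9 IP. At day 35 the numbers were 4170 and 896 for AGO5, and 6545 and 1107 for AGO9. The median feature differed by 0.73, 1.76, 0.58 and 0.95 in these comparisons, in that order. Under quantile normalization the splits were 1549 and 1199, 2144 and 2122, 2085 and 1506, and 2449 and 1906. The day 35 quantile splits are a weak check, because 39.8% and 53.5% of the tested features were at 0 in the GFP-only libraries. All features tied at 0 in a library receive the same value in this normalization. Under median centring 0 features passed for AGO5 at day 7, where 2681 had an unadjusted p under 0.05, and the other splits were 110 and 1528, 567 and 1907, and 815 and 2582. The day 35 splits under this setting say nothing about enrichment: 1 GFP-only library had a median of 0 and was not shifted, and the median differences after centring were -0.75 and -0.80 rather than near 0. With the day 35 GFP-only pair left out of the centred fit, the day 7 splits were 2960 and 1749 for AGO5 and 2484 and 3545 for AGO9. On the recovered reads, edgeR gave 1462 and 188, 640 and 1051, 4377 and 705, and 4442 and 1211, in the order above. DESeq2 gave 2276 and 1384, 1975 and 2325, 4823 and 1817, and 5256 and 2041. With the combined column the splits were 503 and 51, 5398 and 375, 42 and 340, and 4060 and 518.

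The background itself was compared with input. In the GFP-only IP, 31 features were higher and 4423 lower than input at day 7, and 188 higher and 7575 lower at day 35 (limma, BH adjustment). The median differences were -1.03 and -1.27. Quantile normalization changed the splits to 156 and 133 and to 746 and 1162, and DESeq2 to 255 and 620 and to 828 and 4648. The day 35 quantile split has the limit given above for features tied at 0. Median centring gave 963 and 137 at day 35, with a median difference of 0.76 after centring for the same reason as above. At day 7 it left 0 higher and 5 lower, which became 274 and 372 with the day 35 GFP-only pair left out of the fit. With edgeR 0 features passed at day 7, where 2045 had an unadjusted p under 0.05. At day 35 the split stayed mostly lower with edgeR, at 127 and 3573, and with the combined column, at 121 and 4589.

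**Figure D4:**
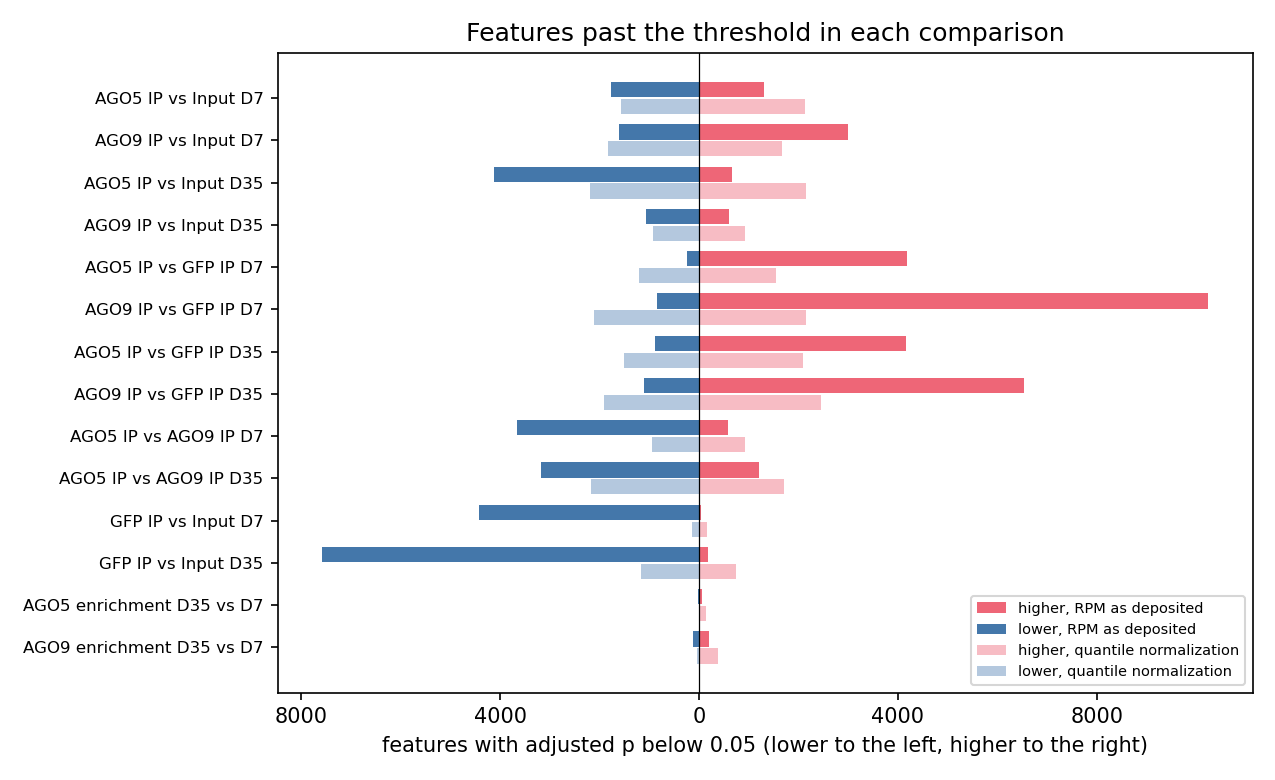
Number of features with an adjusted p below 0.05 in each of the 14 comparisons, lower to the left and higher to the right, with RPM as deposited (dark) and after quantile normalization (light). The AGO9 IP against the GFP-only IP at day 7 had 10242 higher features with RPM as deposited and 2144 after quantile normalization. Comparisons with the day 35 GFP-only IP are limited after quantile normalization by the many features tied at 0.

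The IPs of both proteins were compared directly. At day 7, 586 features were higher in the AGO5 IP and 3663 in the AGO9 IP (limma, BH adjustment), with a median difference of -0.74. With the replicate number as a block these were 599 and 3713. Same-numbered libraries of these groups deviated together, with a correlation of 0.507 across features. The block was 1 term shared by all 8 groups, so it could not account for a deviation of these groups alone. The split was 551 and 9 under median centring, 2178 and 1319 with the GFP-only pair also left out, 932 and 940 under quantile normalization, 880 and 71 with edgeR, 1320 and 1224 with DESeq2, and 12 and 658 with the combined column. At day 35, 1201 features were higher in the AGO5 IP and 3174 in the AGO9 IP, with a median of -0.34. That split was 851 and 531 under median centring, 3397 and 3381 with the GFP-only pair also left out, 1717 and 2178 under quantile normalization, 1370 and 1275 with edgeR, 2386 and 2850 with DESeq2, and 26 and 4465 with the combined column. At day 35, 59 miRNA genes were higher in the AGO5 IP and 8 in the AGO9 IP. The direction of that miRNA split held under median centring (48 and 3) and quantile normalization (66 and 5).

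Named features of this comparison had these values, with RPM as mean ± SD (n = 2) and adjusted p from limma with BH adjustment. At day 7 the AGO5 IP was higher at ATCG00090 (plastid, 7785 to 7872), with 182 ± 228 against 5.70 ± 1.60 RPM (log2 difference 3.71, SE 1.14, adjusted p = 0.0331), where the GFP-only IP had 97.4 ± 80.1. It was also higher at AT3TE56965 (chromosome 3, 13862247 to 13862297, outside annotated genes, with 2 near-identical copies on chromosome 3), with 373 ± 107 against 35.1 ± 10.6 (log2 difference 3.38, SE 0.72, adjusted p = 0.00703). The AGO9 IP was higher at AT2TE46740 (chromosome 2, 10874040 to 10874573), with 25.9 ± 11.6 against 1.16 ± 0.721 (log2 difference -3.61, SE 0.68, adjusted p = 0.00492), and at AT3TE37155 (chromosome 3, 8883340 to 8884016), with 133 ± 48.5 against 10.4 ± 1.30 (log2 difference -3.51, SE 0.50, adjusted p = 0.00275). Both lie outside annotated genes. At day 35 the AGO5 IP was higher at MIR845a, with 14626 ± 3775 against 33.8 ± 38.0 (log2 difference 9.34, SE 0.95, adjusted p = 0.000101), and at MIR845b (AT4G23375, chromosome 4, 12214069 to 12214167), with 4661 ± 1737 against 14.2 ± 16.0 (log2 difference 8.80, SE 0.98, adjusted p = 0.000166). Input had 116 ± 1.12 RPM at MIR845b. The AGO9 IP was higher at MIR839 (AT1G67481, chromosome 1, 25278944 to 25279207, overlapping an exon of AT1G08943), with 309 ± 184 against 3.45 ± 3.15 (log2 difference -6.19, SE 0.67, adjusted p = 0.000141). It was also higher at AT3TE45920 (chromosome 3, 11042662 to 11042682, 21 bp long, outside annotated genes), with 122 ± 64.9 against 1.52 ± 2.15 (log2 difference -5.83, SE 0.58, adjusted p = 9.05e-05).

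The last comparisons asked whether enrichment over input differed between the ages, which also differ in tissue. For AGO5, 83 features changed, 65 with more enrichment at day 35 and 18 with less (limma, BH adjustment), and for AGO9, 325 changed, 204 and 121. The median feature changed by -0.56 and -0.96. For AGO5 the split was 1 and 0 under median centring, 282 and 71 with the GFP-only pair also left out, 139 and 9 under quantile normalization, 71 and 8 with structural RNA left out, 4 and 0 with edgeR, 215 and 335 with DESeq2, and 1 and 0 with the combined column. For AGO9 it was 59 and 0, 689 and 49, 372 and 48, 176 and 20, 21 and 1, 141 and 35, and 53 and 5 under the same settings. With the replicate number as a block, 83 features changed for AGO5, and 624 for AGO9, 232 with more enrichment and 392 with less. Other choices reversed the AGO9 split as well, to 492 and 2407 in a fit without the day 35 GFP-only pair, 994 and 6900 with only the libraries compared, 740 and 2087 with a pseudocount of 5 RPM, and 1079 and 1170 without a filter. For AGO5 the split reversed to 212 and 284 without the pair and to 24 and 52 with a pseudocount of 0.1 RPM. Same-numbered libraries of the day 7 AGO5 IP and the day 35 input deviated together with a correlation of 0.339, those of the day 7 AGO9 IP and the day 35 input with 0.2, and those of the day 35 AGO9 IP and the day 7 input with -0.221. Enrichment in the AGO5 IP rose at MIR5028 (log2 change 5.60, SE 0.97, adjusted p = 0.0266 in limma with BH adjustment) and at AT2G07095, a long non-coding RNA gene (chromosome 2, 8199241 to 8199932; log2 change 4.89, SE 0.76, adjusted p = 0.0206), which had 165.9 ± 114 RPM in the day 35 AGO5 IP and 3.09 ± 0.796 in input. It fell at the tRNA gene AT2G07746 (log2 change -4.37, SE 0.61, adjusted p = 0.0144 in limma with BH adjustment). That gene had 7.67 ± 0.312 RPM in the day 7 input and 104 ± 46.5 in the day 35 input. The AGO5 IP had 1.51 ± 0.00818 and 0.480 ± 0.678, and the AGO9 IP 0.364 ± 0.245 and 0.124 ± 0.176. Its change in both IPs therefore rests mostly on a rise of the input. The day 35 GFP-only IP had 0 RPM, so the low value was not special to the Argonautes. Enrichment in the AGO9 IP rose at AT1G13760 (log2 change 5.87, SE 1.242, adjusted p = 0.0369) and AT2TE01450 (log2 change 5.86, SE 0.51, adjusted p = 0.000351), which both had between 0 and 2 reads in each day 7 library. It fell at AT2TE14330 (chromosome 2, 3309016 to 3311366, overlapping exons of the pseudogenes AT2G07685 and AT2G07686, with a near-identical mitochondrial copy; log2 change -4.09, SE 0.52, adjusted p = 0.00244) and at AT2G07746 (log2 change -3.80, SE 0.61, adjusted p = 0.00896), whose reads in both day 35 AGO9 libraries were at or under the floor of 3.

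Without a test, the number of features with at least a 2-fold difference in mean RPM + 1 was recorded so that replicates could be left out. In the AGO5 IP against input it ranged from 5358 to 8440 at day 7 and from 7944 to 8867 at day 35 across the 4 ways of leaving out a library. In the AGO9 IP it ranged from 7901 to 8700 and from 4030 to 5703.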

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

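Among the tests in this part, those of structural RNA and miRNA on the 24 nt share, of a change in the input alone and of scaling were chosen only after the result was seen. Scaling was first judged by median centring, then by median centring without the day 35 GFP-only pair, and last by the lowest number under 6 scalings.

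In 9 of 33 combinations of a share and an IP, every IP library lay on one side of every input library at day 7 and on the other side at day 35. These changes of side were not tested, and age cannot be told apart from tissue. A longer first list of shares gave more changes; shares derived from the others were dropped after that was seen, which left 11. For AGO5 the difference from input, day 35 minus day 7, was 19.95 points for 21 nt reads, -31.64 for 24 nt reads, -36.65 for TEs, 4.347 for organellar features, 2.765 for other genes, 6.391 for protein-coding genes and 15.59 for the rRNA region. For AGO9 it was -29.71 points for TEs and 8.41 for protein-coding genes. Shares of a library sum to 100%, so these values are not independent.

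The 24 nt share of the AGO5 IP was 11.3 points above input at day 7, and at day 35 the difference was -20.3 points. Structural RNA and miRNA were not the whole cause, since among TE reads the difference still changed sign, by -25.96 points between ages. Counting error was too small, with a widest 95% half-width of 0.06975 points. A change in the input alone would leave the AGO5 IP as it was. The 24 nt share of that IP among TE reads changed by -14.79 points, more than its replicate spread. The input changed as well, by 11.17 points among TE reads. The day 7 AGO5 mean among TE reads, 52.4%, already lay below the 58.3% of the day 35 input. The input was therefore not the whole cause, but its change by itself would reverse the sign of the mean difference. The change of the AGO5 IP by itself would do so too. Its day 35 mean among TE reads, 37.6%, lay below the 47.1% of the day 7 input. A mislabelled library cannot be excluded: 14 of 16 libraries were closest to their own replicate, and both exceptions were day 35 GFP-only libraries, which do not enter this difference. RNA pulled down without an Argonaute cannot be excluded either. At day 35 the share among TE reads was 37.6% ± 2.12 in the AGO5 IP and 37.4% ± 13.7 in the GFP-only IP, with overlap. Over all reads the AGO5 libraries lay above the GFP-only libraries at both ages. GC content and the authors' counting were not tested for this share, so no biological explanation is offered.

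The TE share of both IPs was above input at day 7 and below it at day 35. Without structural RNA and miRNA the difference from input still changed sign, by -15.21 points for AGO5 and -17.38 points for AGO9. The AGO9 change of side did depend on how reads were weighted, because the day 35 difference was 6.10 points with each feature counted once. Reads counted at several copies of a TE may contribute, and that was not tested.

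A change in enrichment between ages passed the interaction test in limma with Benjamini-Hochberg adjustment for 83 features in the AGO5 IP and 325 in the AGO9 IP. Among the named ones, enrichment in the AGO5 IP changed by 5.60 (log2) at MIR5028, 4.89 at AT2G07095 and -4.37 at AT2G07746. In the AGO9 IP it changed by 5.87 at AT1G13760, 5.86 at AT2TE01450, -4.09 at AT2TE14330 and -3.80 at AT2G07746. AT2G07746 and AT2TE14330 have near-identical copies in the mitochondrial genome, so the origin of their reads is uncertain. At AT2G07746 the input rose from 7.67 to 104 RPM between ages, while both IPs were low at both ages. AT1G13760 and AT2TE01450 had between 0 and 2 reads in each day 7 library. MIR5028 had 0 reads in both day 7 inputs, and 0 and 84 reads in the day 7 AGO5 libraries, so its change too rests on a feature nearly absent at day 7. Under 6 scalings the lowest number was 1 for AGO5, under median centring, and 22 for AGO9, with edgeR. Under median centring without the day 35 GFP-only pair they were 353 and 738. Across tested features, the change in enrichment had a Spearman correlation with GC content of 0.1553 for AGO5 and 0.1019 for AGO9, and with length of 0.0169 and -0.1019, all under the 0.3 set as the limit. Features are not independent replicates. The lowest numbers do not settle whether scaling is the cause. The AGO5 one came from a centred fit, where the 0-rich GFP-only pair is a candidate cause of the low number. Without median centring, edgeR also gave only 4 for AGO5, but it changes the test as well as the scaling. Quantile normalization gave 148 and 420, more than with RPM as deposited.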

How the results depend on the processing

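The counts below follow 1 order of comparisons. The AGO5 IP and then the AGO9 IP against input at day 7 come first, followed by both IPs against input at day 35, both against the GFP-only IP at day 7, and both against it at day 35. The AGO5 IP against the AGO9 IP at day 7 and at day 35, the GFP-only IP against input at day 7 and at day 35, and the changes in enrichment of AGO5 and AGO9 come last.

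With RPM as deposited the 14 numbers of features with an adjusted p under 0.05 were 3091, 4602, 4772, 1676, 4413, 11080, 5066, 7652, 4249, 4375, 4454, 7763, 83 and 325. Under median centring they were 15, 1221, 422, 673, 0, 1638, 2474, 3397, 560, 1382, 5, 1100, 1 and 59. For AGO5 against the GFP-only IP at day 7, 2681 features had an unadjusted p under 0.05 beside the 0. For AGO5 against input at day 7 this fall has a candidate cause: in replicate 2 of the day 35 GFP-only IP 53.5% of the tested features were at 0, so its median was 0 while that of replicate 1 was 2.45, and centring added this gap to the spread that every comparison shares. Without that pair in the centred fit, the 11 comparisons that do not use it had 5576, 4243, 7395, 2635, 4709, 6029, 3497, 6778, 646, 353 and 738 features. Leaving out the pair without centring gave 5812, 7509, 7404, 2863, 6766, 13344, 7185, 6876, 8333, 496 and 2899. Centring therefore lowered the numbers further in several comparisons, where it also removed the shift of the median feature. Quantile normalization is limited by features tied at 0 in the comparisons with the day 35 GFP-only IP. Under it the 14 numbers were 3691, 3508, 4356, 1863, 2748, 4266, 3591, 4355, 1872, 3895, 289, 1908, 148 and 420. With edgeR they were 1530, 738, 2964, 427, 1650, 1691, 5082, 5653, 951, 2645, 0, 3700, 4 and 22, where the GFP-only IP against input at day 7 had 2045 features with an unadjusted p under 0.05 beside the 0. With DESeq2 they were 3537, 2639, 5653, 1900, 3660, 4300, 6640, 7297, 2544, 5236, 875, 5476, 550 and 176. The settings without the pair were chosen after seeing the data.

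Other choices moved counts as well. Using the combined column as deposited, also chosen after seeing the data, gave 595, 1237, 6380, 581, 554, 5773, 382, 4578, 670, 4491, 340, 4710, 1 and 58; 1 library of that column was divided by its total again, which put it on a different scale. Leaving out structural RNA, likewise chosen afterwards, gave 3067, 2446, 4283, 1287, 3284, 8957, 4965, 6534, 3722, 3988, 3367, 6691, 79 and 196. Testing features with a mean of at least 10 RPM gave 2013, 2549, 2303, 1240, 2951, 5572, 2419, 3629, 2451, 2621, 3179, 2912, 28 and 214, and no filter gave 7928, 11500, 6038, 2245, 4581, 13524, 4170, 7510, 5731, 4617, 9370, 8735, 816 and 2249. A fit of only the libraries compared gave 6141, 11892, 5777, 1797, 0, 12452, 0, 4225, 7478, 1817, 7839, 5651, 267 and 7894, with 6239 and 4243 features at an unadjusted p under 0.05 beside the counts of 0 for AGO5 against the GFP-only IP at day 7 and day 35. A pseudocount of 0.1 RPM gave 1605, 2439, 3728, 1129, 4070, 8903, 5427, 8138, 2606, 3586, 4112, 8389, 76 and 38, and one of 5 RPM gave 3905, 6229, 5450, 2304, 4357, 11218, 4224, 6917, 5424, 4770, 3969, 6961, 277 and 2827. With the replicate number as a block the numbers were 3285, 4771, 4920, 1673, 4423, 11122, 5201, 7694, 4312, 4482, 4740, 7914, 83 and 624. In the compared pairs other than the AGO5 and AGO9 IPs at day 7, same-numbered libraries of the same age deviated together with correlations between -0.0117 and 0.0941. A minimum absolute log2 difference of 1 gave 3001, 4545, 4705, 1672, 4353, 10970, 4940, 7407, 4183, 4328, 4263, 7553, 83 and 325, each within 1.5 times the number without it. The causes of these changes were not tested.

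The numbers of features with a 2-fold difference, which rest on no test, were 6964, 8298, 8388, 4615, 7729, 13660, 8414, 10206, 8086, 7779, 9014, 10699, 6558 and 9740 in the same order. They were 3400, 3879, 3693, 2255, 4065, 6375, 3753, 4399, 3779, 3880, 4626, 4143, 2705 and 4193 with a mean of at least 10 RPM, where fewer features could pass, and 3822, 4822, 4767, 2610, 4266, 8723, 4059, 5654, 4228, 4424, 3973, 5461, 3163 and 5556 with a pseudocount of 5 RPM, and the cause was not tested. With a pseudocount of 0.1 RPM all 14 stayed within 1.5 times, as did the 6 numbers recomputed with the input of the same line. Across the fits that each left out 1 replicate they ranged, in the same order, from 5358 to 8440, 7901 to 8700, 7944 to 8867, 4030 to 5703, 7345 to 9019, 13015 to 13762, 8662 to 9942, 10028 to 10865, 7909 to 9344, 7277 to 8481, 8150 to 9994, 10467 to 11661, 5844 to 7708 and 9100 to 10277.

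Differences in share from input are given in percentage points. Those in 24 nt share moved furthest when each feature was counted once per size in which it had at least 1 RPM. The TE differences at day 35 moved furthest when each feature with at least 1 RPM was counted once. The 24 nt difference was then 3.33 for AGO5 at day 7, 25.8 for AGO9 at day 7 and -6.78 for AGO5 at day 35, and the TE difference for AGO5 at day 35 was -4.38. The TE difference of AGO9 at day 35 reversed from -4.73 to 6.10. The TE differences at day 7 moved furthest with structural RNA and miRNA left out, where they were 6.13 for AGO5 and 4.802 for AGO9 at day 7, and -9.08 and -12.6 at day 35. Without the 10 most abundant features the TE difference of AGO9 at day 7 was 14.6. The cause was not tested. Among TE reads alone, the 24 nt differences were 5.29 for AGO5 and 43.1 for AGO9 at day 7, and -20.7 and 20.9 at day 35, each within 1 SD of the value over all reads. Of the 22 nt and miRNA differences, 4 moved by more than their SD when features were counted instead of reads, once per size for the 22 nt share. The mean correlation between groups fell to a Pearson value of 0.637 for features with a mean of at least 10 RPM.

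Leaving out 1 library of a pair always moves the mean of a pair by less than 1 SD, so the leave-one-out values of shares and named features show no stability. For AGO5 and AGO9 at day 7 and then at day 35, the 24 nt difference ranged from 6.32 to 16.3, from 40 to 53.4, from -24 to -16.6, and from 14.3 to 37.1. The TE difference ranged from 13.6 to 30.7, from 19.5 to 30.5, from -17.6 to -11.4, and from -6.54 to -2.92, the 22 nt difference from 4.73 to 12.8, from -14.3 to -12, from 17 to 19.1, and from -8.23 to -2.56 and the miRNA difference from -4.41 to 2.5, from -4.34 to 2.34, from 2.62 to 7.47, and from -4.98 to -2.78.

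No named feature changed direction under the limma alternatives. The tests edgeR and DESeq2 were used for the counts alone. Of the 31 combinations of named feature and comparison, 9 lost significance with the combined column, 9 under median centring and 8 with a pseudocount of 0.1 RPM. Without a filter, with only the libraries compared and with structural RNA left out, 1 did in each case; the last setting removed 6 of the 31. None of the 31 did under quantile normalization, a pseudocount of 5 RPM, a mean of at least 10 RPM, the replicate block or the fits without the day 35 GFP-only pair. The depth limits the day 35 GFP-only libraries most, where 3 reads are worth 0.838 and 0.721 RPM.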

Other observations

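Among the tests in this part, the share of reads in the GFP-only IP and the order of depth and miRNA share were chosen only after the result was seen. The same holds for the comparison of other shares between the day 7 replicates.

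At day 35, 174 features were higher than input in both the AGO5 and the AGO9 IP, against 23.4 if the calls were independent. They were 81 protein-coding genes, 57 TEs, 33 other genes and 1 feature each of the miRNA, rRNA region and organellar classes. They held 6.14% and 8.64% of the assignments in the AGO5 libraries and 17.5% and 16.7% in the AGO9 libraries, against 1.06% and 1.43% in input. At day 7 they held at most 0.337% of any library. The 24 nt share of these reads was 45.2% and 37.7% in the AGO5 libraries and 88.7% and 69.1% in the AGO9 libraries. Both IPs were set against the same inputs, which alone makes their calls dependent. At day 7, 1072 features were higher in both, against 231 if independent. That overlap was 916 against 209 under quantile normalization, 31 against 2.83 with edgeR and 2 against 0.00823 under median centring. Few features could overlap in the last 2 settings, where 37 and 20 were higher than input in the AGO9 IP.

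Chance selection was tested with 37 features chosen in the first replicates alone, at least 8 times above input in both IPs. Of these, 100% exceeded the second input in the second AGO5 library, where 31.7% of all tested features did, and 100% in the second AGO9 library, where 34.4% did. RNA pulled down without an Argonaute would raise the GFP-only IP, which held 0.932% of its assignments on the 174 features. Overlapping features were not the cause, since merging left 172 loci. With edgeR the day 35 overlap was 129 features, against 18.2 if independent. It was 72 against 5.72 under median centring and 365 against 118 under quantile normalization. One candidate explanation is that both IPs contain small RNAs from these loci, with a different size make-up in each; carry-over between libraries and GC content were not tested, so this is no more than a hypothesis.

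The miRNA share at day 7 was higher in the first than in the second replicate of both IPs, 7.35% against 0.435% for AGO5 and 7.18% against 0.503% for AGO9. If RNA pulled down without an Argonaute were the cause, the difference between replicates would rise with how far the day 7 GFP-only IP stands above the day 35 AGO9 IP. Across features the Pearson correlation was 0.3763 for AGO5 and 0.288 for AGO9, but 0.162 for the input pair, which had no IP. By rank the values were 0.1995, 0.0774 and 0.191, so the IP pairs did not clearly exceed the input pair and the test did not settle this explanation. A difference in depth would give the library with fewer reads the higher miRNA share in every IP pair. This was so in 4 of the 6 IP pairs, the 4 of the Argonautes, and in neither GFP-only pair, so depth alone did not account for it. An effect of depth on the Argonaute IPs only was not tested, and neither was any biological explanation.

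Small RNA at the AGO5 and AGO9 genes was examined after their values were seen. AGO5 (AT2G27880) had 19.9 and 11.5 RPM in the day 35 AGO5 libraries, and 3.17 RPM in the input of the AGO5 line against 0.0749 in that of the AGO9 line. AGO9 (AT5G21150) had 12.9 and 10.08 RPM in the day 35 AGO9 libraries, and 4.51 RPM in the input of the AGO9 line against 0.907 in that of the AGO5 line. In the day 35 IP of the other line, the AGO5 gene had 0 RPM. The AGO9 gene had 1.99 ± 2.48 RPM (SD, n = 2) there, so its small RNA was not restricted to its own line. The neighbouring gene LARP1a (AT5G21160) had 23.4 RPM in the input of the AGO9 line and 0.680 in that of the AGO5 line. At day 7 the values of the AGO5 and AGO9 genes in the IP of their own line were lower. The AGO9 gene had 0.958 ± 0.659 RPM (SD, n = 2) in the AGO5 IP and 0.962 ± 0.0830 in the AGO9 IP, so its small RNA was not higher in the IP of its own line. The AGO5 gene had 0.341 ± 0.213 RPM in the AGO5 IP and 0.01004 ± 0.0142 in the AGO9 IP. Each line has 1 input library per age, so these differences have no replicate check. A search of the AGO5 gene found 0 near-identical copies, which goes against reads shared between paralogs for AGO5; for AGO9 the search also found 0, with a longest partial match of 1226 bp. Small RNA from the transgenes could give the day 35 pattern, but their sequence was not used here and that was not tested.

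Median centring lowered the counts of all 14 comparisons, for AGO5 against input at day 7 from 3091 to 15. With the day 35 GFP-only pair left out of the centred fit the number was 5576. The spread that centring added to that pair is therefore a candidate explanation of the fall in this comparison. The fall was not undone everywhere. Without the pair, the GFP-only IP against input at day 7 had 646 features with centring and 8333 without it, the AGO9 IP against the GFP-only IP at day 7 had 6029 and 13344, and the change in AGO9 enrichment had 738 and 2899. Centring removed a shift of most features in these comparisons: the median log2 difference went from -1.03 to 0.09, from 1.76 to 0.11 and from -0.96 to -0.14. Features on the side of the shift fell from 8239 to 372, from 12139 to 2484 and from 2407 to 49, while those on the other side rose from 94 to 274, from 1205 to 3545 and from 492 to 689. The origin of the shift was not tested.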
